A study of Mus musculus with 20 samples.

How the data were processed

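Liver RNA was measured by bulk RNA sequencing of poly(A) RNA in 20 samples from male mice aged 2 months. Per the labels, 5 mice were C57BL/6J wild type (WT) bought from a vendor and 5 carried a hepatocyte-specific knockout of Eed (EedHepKO, written KO). Each genotype was sampled at baseline, from lobes 1, 2 and 3 removed at partial hepatectomy (PHx), and after PHx, from lobes 4, 5 and 6. This gave 4 groups of 5. The samples after PHx came from 30 h (1 per genotype), 40 h (2 per genotype) and 48 h (2 per genotype). Genotype cannot be separated from colony of origin, and the PHx response cannot be separated from lobe.

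The files deposited by the authors hold raw counts of reads per Ensembl gene, 1 file per library, with no normalisation. The unit was checked on the values, which are whole numbers for 46603 identifiers with totals that differ between libraries. Per the design text of the series, RNA with an integrity number above 8 was used, and 1000 ng went into TruSeq libraries that were sequenced paired-end on a NovaSeq 6000. According to the same text, reads were checked with FastQC 0.11.5, trimmed with fastp 0.20.0, aligned to mm10, and counted where they mapped to a single place. The aligner, the counting program, the strand setting and the annotation release are not stated, so reads from genes that overlap on opposite strands cannot be separated. Genes with close paralogs lose the reads that map to several places.

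Symbols, gene types and coordinates came from GENCODE release M21 for mm10 (GRCm38), which holds 46005 of the 46603 identifiers. Of all identifiers, 21018 had no count in any sample. Total counts ranged from 21634890 to 30461351 per library. A floor of 3 counts, about the upper 95% bound on a count of 0, was set for a gene not seen in a group. Intervals and floors cover counting error only, since the reads carry no molecular identifiers. Where a group had 0 counts a fold is given as a lower bound against 3 counts, and where it had 1 to 3 counts as a ratio with a 95% counting interval.

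Differential expression was tested with edgeR 4.0.16 (quasi-likelihood test, two-sided) in R 4.3.3, with TMM normalisation and the filterByExpr filter on the 4 groups, which left 14661 genes. All 20 samples shared 1 fit with 4 group means. The 5 contrasts taken from it were KO against WT at baseline, KO against WT after PHx, after PHx against baseline in WT, the same in KO, and the difference between these responses. A second fit with a mean for each genotype and time point gave KO against WT at 40 h and at 48 h. Genes with a Benjamini-Hochberg adjusted p under 0.05 over all genes tested in the contrast are called. Values per sample are CPM, counts per 1000000 counts of the TMM-scaled total. In simulated data with this design and 200 genes changed by a log2 of 2, the test recovered 85.5% of them at baseline, 83.5% after PHx, 60.0% for the response in WT, 67.5% in KO and 55.0% for the difference. At 40 h it recovered 39.5% and at 48 h 35.5%. The simulation used the same dispersion per gene in all groups, so it does not reflect groups that differ in spread. Mouse effects were simulated only for the responses in WT and KO.

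In all, 11 gene lists were written from general knowledge: S phase, G2M phase, developmental genes regulated by polycomb repressive complex 2 (PRC2), hepatocyte function, fibrosis and stellate cells, fetal liver, female-biased and male-biased liver genes, and markers of macrophages, endothelial cells and cholangiocytes. Each was tested in each contrast with camera in limma 3.58.1 at a preset correlation of 0.01, a family of 55 tests. A score per sample, the mean log2 of CPM plus 1 over a list, was compared with two-sided exact permutation tests over the 252 splits of 5 against 5 samples. For the difference of responses the change per mouse was compared over 9 mice with 126 splits. These 33 tests form a family.

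The labels say that each mouse gave a baseline sample and a sample after PHx, and 9 mice have a number in both titles. The title of WT baseline replicate 1 has none. In a first check of the pairing, residual correlations between samples of the same number ran from -0.10 to 0.16 and those between different numbers from -0.27 to 0.30 over both genotypes. A test chosen after these values were seen compared the same-number pairs, WT baseline replicate 1 taken as mouse 1, with all 120 ways to match the 5 samples of each stage within a genotype. The mean residual correlation was 0.05 for same numbers and -0.01 for different numbers in WT (exact one-sided p 0.025), and 0.07 and -0.02 in KO (0.192). For deviations of Nnt, also picked after the values were seen, the exact one-sided p was 0.133 in WT and 0.025 in KO. With both genotypes together it was 0.0483 for the residual correlation and 0.0124 for Nnt. Over these 6 tests 3 had an adjusted p of 0.05, the threshold itself, and none was under it. The pairing rests on the labels.

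Besides 16 genes chosen before the data were examined, the genes named follow a rule fixed at the same time. In each contrast these are the 3 called genes with the highest and the 3 with the lowest log2 fold change. They had a mean of at least 1 CPM, groups that do not overlap (not asked of the difference of responses) and a symbol that is not a predicted-gene name.

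Alternatives were DESeq2 size factors, library size alone, no filter, a filter of at least 1 CPM in at least 5 samples, the DESeq2 1.42.0 Wald test, a log2 fold change of at least 1, a time term, the mouse as a replicate block, only the samples compared, each replicate left out in turn, fry, an estimated correlation, a score pseudocount of 0.1 and permutation within time point. A correction for GC content and gene length, alone and with the block, was chosen after seeing the data, as was a list of 20 fasting and glucocorticoid genes. Other steps used Python 3.11.15. The labels name no sequencing batch that differs between samples. No sample was left out of the reported values.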

Results

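The data are read counts per gene from liver RNA of 20 samples, in 4 groups of 5: WT at baseline, WT after PHx, KO at baseline and KO after PHx. EED is a core subunit of PRC2, which methylates histone H3, and in the KO mice a Cre recombinase driven by the albumin promoter removes the part of Eed flanked by loxP sites at exons 3 and 6. The question addressed by the design is how loss of PRC2 function in hepatocytes changes expression in resting liver and in the regenerating liver after resection. Total counts per library ranged from 22978158 to 27679930 in WT at baseline, from 23240623 to 28398878 in WT after PHx, from 21675991 to 27294004 in KO at baseline and from 21634890 to 30461351 in KO after PHx. The first 3 principal components of 12539 genes held 41.7%, 21.3% and 11.1% of the variance.

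Eed itself (ENSMUSG00000030619, mm10 chromosome 7, 89954654 to 89980983, protein coding) had 16.8 ± 1.09 CPM (SD, n = 5) in WT at baseline and 18.4 ± 3.98 CPM (SD, n = 5) in WT after PHx. In KO it had 5.64 ± 1.44 CPM (SD, n = 5) at baseline and 4.62 ± 1.14 CPM (SD, n = 5) after PHx. Single WT libraries ran from 14.6 to 23.2 CPM and single KO libraries from 2.75 to 7.52 CPM, so each of the 10 KO libraries lay below each of the 10 WT libraries. The log2 fold change was -1.57 (SE 0.22, edgeR adjusted p 6.07e-05) at baseline and -1.99 (SE 0.22, edgeR adjusted p 4.39e-06) after PHx. Counts per gene do not separate exons or cell types. The transcripts of Ezh1, Ezh2 and Suz12, which encode other PRC2 subunits, were not called in KO against WT at either stage, with log2 fold changes of 0.25, 0.90 and -0.36 at baseline and 0.42, -0.16 and -0.06 after PHx. Ezh1 after PHx passed the threshold with KO replicate 12 left out (0.62, adjusted p 0.0214) and with library size alone (0.88, adjusted p 0.0369), and Ezh2 at baseline did so when only the 10 samples compared were fitted (0.93, adjusted p 0.0159).

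Cdkn2a (ENSMUSG00000044303, chromosome 4, 89274471 to 89294653), a cell-cycle inhibitor gene, had 0.0375 ± 0.0387 CPM (SD, n = 5) in WT at baseline against 7.44 ± 1.81 CPM (SD, n = 5) in KO. After PHx it had 0.149 ± 0.182 CPM (SD, n = 5) in WT against 7.99 ± 2.17 CPM (SD, n = 5) in KO. Its log2 fold change was 7.37 (SE 0.78, edgeR adjusted p 3.1e-06) at baseline and 5.68 (SE 0.66, edgeR adjusted p 7.06e-06) after PHx. Xist, the marker of an inactive X chromosome, stayed at or under 0.213 CPM in all 20 libraries and was not tested. The Y-linked Ddx3y was counted in all 20, with its lowest value, 10.9 CPM, in KO after PHx replicate 10.

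**Figure D1:**
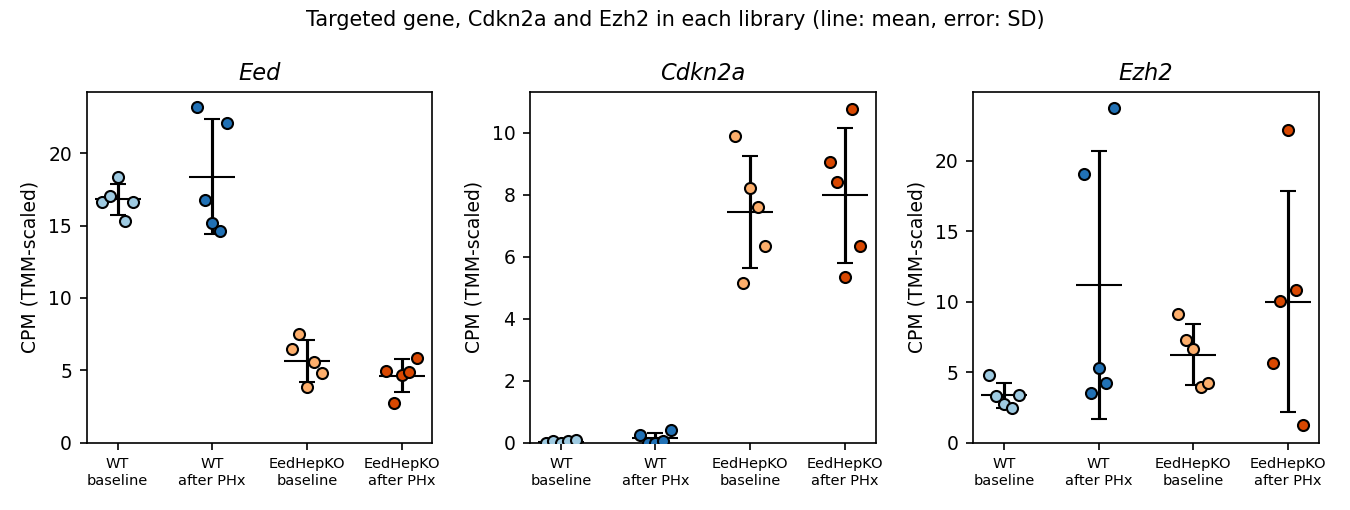
CPM of Eed, Cdkn2a and Ezh2 in each of the 20 libraries (points) with the group mean (horizontal line) and SD (error bar), for WT and KO at baseline and after PHx. The Eed points of KO, from 2.75 to 7.52 CPM, lie below all WT points, from 14.6 to 23.2 CPM.

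KO against WT at baseline, 5 against 5 samples, asks for the effect of the knockout in unoperated liver. Of 14661 genes tested, 1631 were higher and 717 lower in KO, and 4468 had an unadjusted p under the threshold. With a log2 change of at least 1 as a second condition, 1470 were higher and 225 lower. In genes, the number higher moved most with library size alone as the scaling, to 3521, with 113 lower. It shifted the median log2 change of all genes by 0.48, and the share of called genes that were higher went from 69.5% to 96.9%. Without a filter the counts were 1613 and 345, with 82.4% higher. In genes, the number lower moved most when only the 10 samples compared were fitted, to 2396, with 2846 higher. The number lower moved by more than 1.5 times when WT baseline replicate 3 (434), WT baseline replicate 4 (423), KO baseline replicate 7 (313), KO baseline replicate 10 (417) or KO baseline replicate 11 (470) was left out.

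The highest fold changes among the genes that met the naming rule were those of Adh6a, Sult2a1 and Igf2bp3, each with 0 counts in the 5 WT libraries at baseline. Groups of 5 against 5 fail to overlap by chance in 0.794% of splits. Adh6a (ENSMUSG00000053054, chromosome 3, 138313286 to 138331134), an alcohol dehydrogenase gene, had 35.3 ± 24.4 CPM (SD, n = 5) in KO, at least 1201-fold higher (edgeR adjusted p 6.71e-05). Sult2a1 (ENSMUSG00000078798, chromosome 7, 13796246 to 13837409), a sulfotransferase gene, had 25.7 ± 13.6 CPM (SD, n = 5), at least 849-fold higher (edgeR adjusted p 9.18e-07). Igf2bp3 (ENSMUSG00000029814, chromosome 6, 49085223 to 49214957), an RNA-binding protein gene, had 19.2 ± 4.19 CPM (SD, n = 5), at least 634-fold higher (edgeR adjusted p 3.21e-07). Malsu1 overlaps Igf2bp3 on the other strand. The lowest were Mup19, Hsd3b5 and Fitm1. Mup19 (ENSMUSG00000078673, chromosome 4, 61778324 to 61782269) went from 531.3 ± 208.9 CPM in WT to 15.8 ± 17.3 CPM in KO (SD, n = 5), a log2 change of -5.08 (SE 0.90, edgeR adjusted p 0.000627). Hsd3b5 (ENSMUSG00000038092, chromosome 3, 98618634 to 98630252) went from 557.9 ± 36.8 to 17.3 ± 14.3 CPM (SD, n = 5), a log2 change of -5.01 (SE 1.21, edgeR adjusted p 0.00772). DESeq2 gave Hsd3b5 no adjusted p in any of the contrasts in which it is named. Fitm1 (ENSMUSG00000022215, chromosome 14, 55575617 to 55576954) went from 23.6 ± 1.26 to 0.817 ± 0.338 CPM (SD, n = 5), a log2 change of -4.86 (SE 0.54, edgeR adjusted p 5.6e-06). Mup19, Sult2a1 and Hsd3b5 belong to families of near-identical copies, so their counts cover only reads that map to a single copy.

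Among the genes fixed beforehand, Ccnd1 (chromosome 7, 144929931 to 144939925; overlapped on the other strand by LTO1) rose at baseline from 22.9 ± 4.50 CPM in WT to 215.9 ± 80.0 CPM in KO (SD, n = 5), a log2 change of 3.23 (SE 0.77, edgeR adjusted p 0.00701). Col1a1 (chromosome 11, 94936224 to 94953042) rose from 4.67 ± 1.93 to 18.9 ± 14.4 CPM (SD, n = 5), a log2 change of 2.02 (SE 0.47, edgeR adjusted p 0.00609). Ccnb1 (chromosome 13, 100778650 to 100786570) rose from 0.108 ± 0.0662 to 5.399 ± 2.53 CPM (SD, n = 5), a log2 change of 5.65 (SE 1.89, edgeR adjusted p 0.0474). This call was lost whichever of the 10 libraries was left out, with adjusted p from 0.0565 to 0.103. Mki67 (4.01, adjusted p 0.0766), Top2a (3.27, 0.13), Mcm5 (2.29, 0.155), Alb (-0.63, 0.135), Afp (1.15, 0.487), Nnt (-1.18, 0.163) and Ddx3y (-0.74, 0.254) were not called at baseline, log2 change and edgeR adjusted p given for each. Mki67, Top2a, Mcm5, Alb, Afp and Nnt were called when only the samples compared were fitted, with adjusted p of 0.00161, 0.000828, 7.27e-05, 0.0135, 0.0328 and 0.0232. Mki67 was called also in DESeq2 (4.02, adjusted p 0.0143) and with library size alone (4.57, 0.0356). Nnt had been fixed as a check of the strain. In WT at baseline it had 45.3 and 38.7 CPM in replicates 1 and 2 against 134.2 to 150 CPM in replicates 3 to 5. After PHx WT replicates 3 and 5 had 104.5 and 108.3 CPM and replicates 1, 2 and 4 had 16.5 to 39.9 CPM. WT replicate 4 lay with the high samples at baseline and with the low ones after PHx, so these counts do not settle the strain.

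Of the 55 gene list tests, camera called 35. Fry called 21 and camera with an estimated correlation called 7, which is the alternative that moved the number most. At baseline camera called 9 of 11 lists. In KO the PRC2 list, with 69 of 131 genes tested, had a median log2 change of 6.65 (camera adjusted p 1.68e-56), or 4.32 with the 42 genes that had a group at 0 placed at their bound, and 68 genes were higher. The filter bears on the size of this median, since a gene silent in WT is tested only where another group has counts: it was 3.09 without a filter and 8.01 with the CPM filter, and camera called the list in both. Of all 131 genes 108 had a higher CPM from the pooled counts of the group in KO at baseline, 1 a lower one and 22 no count in either group, and of the 62 not tested 40 were higher and 0 lower. The tested genes held 59 called genes, all higher, and 63 adjusted over the list alone. The fetal liver list had a median of 3.64 (camera adjusted p 2.24e-16; 12 called higher, 15 adjusted over the list alone), and the G2M list a median of 4.11 (camera adjusted p 5.58e-07; 4 called higher, 23 adjusted over the list alone). The female-biased list had a median of 1.69 (camera adjusted p 4.81e-11) with 14 genes called higher and 1 lower, and 15 and 1 adjusted over the list alone. The male-biased list had a median of -1.36 (camera adjusted p 9.47e-10) with 14 called lower and none higher, and 17 lower and 3 higher adjusted over the list alone. Medians were 1.29 for fibrosis (camera adjusted p 1.55e-12), 1.22 for macrophages (3.78e-06), 1.69 for cholangiocytes (0.000415) and -0.72 for hepatocyte function (8.71e-06). Called genes numbered 21, 9, 4 and 9 in these lists, and 24, 9, 8 and 9 adjusted over the list alone. The S phase list (median 1.13, camera adjusted p 0.0524) and the endothelial list (0.38, 0.152) were not called. The S phase list was called without a filter (1.20, 0.0175), with the CPM filter (1.14, 0.0411), with the time term (1.14, 0.0483) and without WT baseline replicate 1 (1.09, 0.0424), KO baseline replicate 10 (1.22, 0.0228), 11 (1.19, 0.0398) or 12 (1.12, 0.0335). The endothelial list was called without a filter (0.45, 0.0316). At baseline 8 of the camera calls held under fry, all but G2M (fry adjusted p 0.0516), and those of the PRC2, fibrosis, fetal liver and female-biased lists held also under an estimated correlation.

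The list scores, compared by exact permutation, separated all 5 KO from all 5 WT samples at baseline for each of the 11 lists. Each of these tests had p 0.00794, the smallest that the splits allow, and an adjusted p of 0.0154 over 33 tests. Score differences ran from 1.88 for fetal liver to 0.29 for endothelial markers and -1.55 for male-biased genes. Over the family, 17 of the 33 exact tests passed the threshold. Permutation within time point, the alternative that moved this number most, gave 11, since its smallest p for a comparison after PHx is 0.0278.

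**Figure D2:**
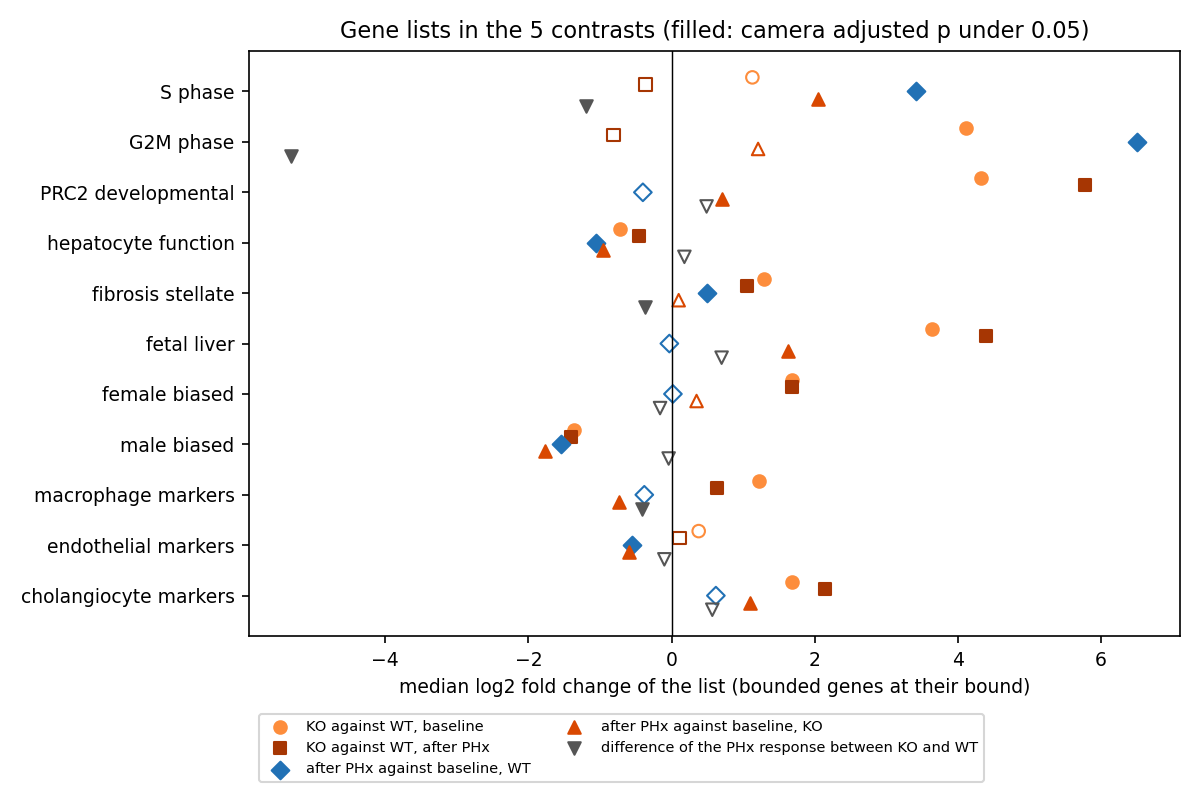
Median log2 fold change of the tested genes of 11 lists in the 5 contrasts (one marker per contrast), filled where the camera adjusted p passed the threshold. Genes with a group at 0 are placed at their bound, except in the difference of the responses, where fitted values are shown. The PRC2 list lies at 4.32 and 5.78 for KO against WT at baseline and after PHx, and the G2M list at -5.31 for the difference of the responses, a call that held neither under fry nor under an estimated correlation.

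KO against WT after PHx, 5 against 5 samples with the same numbers at each time point, asks for the effect of the knockout in regenerating liver. There were 2342 genes higher and 1202 lower in KO, with 5351 at an unadjusted p under the threshold. With library size alone there were 3897 higher and 296 lower, the median of all genes shifted by 0.38 and the share higher went from 66.1% to 92.9%. When only the 10 samples compared were fitted there were 1127 and 218, with 3464 at an unadjusted p under the threshold. Such fits called 5242 genes at baseline and 1345 after PHx, the reverse of the order in the main fit. The main fit shares 1 dispersion per gene between all groups. Its larger count after PHx therefore does not show a larger effect of the knockout. Leaving out KO after PHx replicate 10 gave 2121 genes lower. Of the 2348 genes called at baseline and the 3544 called after PHx, 1408 were shared, 1396 of them in the same direction. If calls were independent 567.6 would be shared. Per the labels both contrasts use the same mice, and they share 1 dispersion per gene, so independence does not hold. The log2 changes of the contrasts had a Pearson r of 0.71 across genes, which are not independent replicates.

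Igf2bp1, Sult2a2 and Pax3 had the highest fold changes among the genes that met the naming rule, each with 0 counts in WT after PHx. Igf2bp1 (ENSMUSG00000013415, chromosome 11, 95957163 to 96005940) had 18.5 ± 10.9 CPM (SD, n = 5) in KO, at least 887-fold higher (edgeR adjusted p 6.14e-06). Sult2a2 (ENSMUSG00000070811, chromosome 7, 13733505 to 13779636), a near copy of Sult2a1, had 13.8 ± 5.15 CPM (SD, n = 5), at least 574-fold higher (edgeR adjusted p 3.76e-07). Pax3 (ENSMUSG00000004872, chromosome 1, 78101267 to 78197134), a developmental transcription factor gene, had 12.7 ± 6.02 CPM (SD, n = 5), at least 543-fold higher (edgeR adjusted p 2.33e-06). Hsd3b5 had the lowest log2 change, -8.00 (SE 1.55, edgeR adjusted p 0.000924), from 24.8 ± 42.6 CPM in WT to 0.111 ± 0.162 CPM in KO (SD, n = 5). Most of this WT mean came from 1 library with 98.85 CPM, while the lowest WT library had 0.391 CPM. The pseudogene Serpina4-ps1 (ENSMUSG00000092075, chromosome 12, 104080649 to 104086724) fell by 7.02 (SE 1.16, edgeR adjusted p 0.000224), from 10.5 ± 6.56 to 0.0853 ± 0.0772 CPM (SD, n = 5). The pseudogene Gtpbp4-ps1 (ENSMUSG00000098330, chromosome 7, 14724656 to 14724904) had a log2 change of -6.38 (SE 0.85, edgeR adjusted p 2.77e-05), from 3.55 ± 1.42 to 0.0376 ± 0.0649 CPM (SD, n = 5). Reads of these pseudogenes cannot be told from those of their parent genes beyond the unique mapping.

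Of the genes fixed beforehand, Afp (chromosome 5, 90490737 to 90508907) had 5.94 ± 5.46 CPM in WT after PHx and 48.1 ± 61.2 CPM in KO (SD, n = 5), a log2 change of 3.02 (SE 0.93, edgeR adjusted p 0.023). The call was lost without WT after PHx replicate 5 (2.86, adjusted p 0.0529), without KO after PHx replicate 11 (1.87, adjusted p 0.122) and when only the samples compared were fitted (3.08, adjusted p 0.142). Col1a1 had a log2 change of 1.46 (SE 0.46, edgeR adjusted p 0.0256), lost in 5 of the 10 fits that each left out a replicate, with adjusted p up to 0.0684, and when only the samples compared were fitted (1.49, adjusted p 0.0649). Mki67, Ccnd1, Ccnb1, Top2a, Mcm5, Alb, Nnt and Ddx3y were not called, with adjusted p from 0.0695 for Alb to 0.912 for Ddx3y. Alb was called without KO after PHx replicate 12 (-1.005, adjusted p 0.0066), with the time term (-0.79, 0.0405) and in DESeq2 (-0.70, 0.0294), and Nnt without KO after PHx replicate 10 (-1.65, 0.023).

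After PHx camera called 8 lists in KO against WT. The PRC2 list had a median of 7.52 (5.78 with bounded genes at their bound; camera adjusted p 3.65e-61), with 63 of 69 genes called higher and 64 adjusted over the list alone, and 5.56 without a filter. Of all 131 genes 124 were higher in KO and 1 lower in pooled counts. The fetal liver list had a median of 4.40 (camera adjusted p 2.79e-19; 17 called, 19 adjusted over the list alone), the female-biased list 1.69 (1.96e-11; 14 and 14), the male-biased list -1.41 (4.51e-10; 15 and 15, all lower), the cholangiocyte list 2.15 (4.39e-05; 7 and 10) and the fibrosis list 1.06 (6.36e-06; 17 and 21). The hepatocyte list (-0.46, camera adjusted p 0.00167; 6 and 6) and the macrophage list (0.63, 0.0204; 5 and 5) were called by camera but not by fry (0.0723 and 0.0504). The macrophage call was lost without WT after PHx replicate 4 (0.36, 0.0889), KO after PHx replicate 10 (0.40, 0.097) or KO after PHx replicate 11 (0.42, 0.0725). The other 6 held under fry, and PRC2, fetal liver and female-biased also under an estimated correlation. The S phase list (median -0.36, camera adjusted p 0.677), the G2M list (-0.81, 0.479) and the endothelial list (0.11, 0.479) were not called. The G2M list was called without KO after PHx replicate 10 (-2.93, 0.0432) and with library size alone (-0.59, 0.0112). In scores, all 5 KO samples lay beyond all 5 WT samples for the PRC2, fibrosis, fetal liver, female-biased, male-biased and cholangiocyte lists (exact p 0.00794, adjusted 0.0154 each). Permuted within time point none of these 6 passed (adjusted p 0.0509 each). Score differences for these lists ran from 2.72 for fetal liver to -1.51 for male-biased genes. The other 5 lists did not pass, with exact p from 0.0794 for macrophages to 0.944 for S phase. The macrophage score passed without WT after PHx replicate 3 (0.96, adjusted p 0.0437).

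Time points were compared with 2 samples per arm at 40 h and 2 per arm at 48 h, while 30 h has 1 sample per arm and was not tested. At 40 h, 1263 genes were higher and 686 lower in KO, and at 48 h 2002 were higher and 1565 lower. Of these, 946 were called at both times, 902 in the same direction, against 474.2 expected if calls were independent. These calls rest on a dispersion shared with the other samples. With only the 4 samples compared there were 34 higher and 6 lower at 40 h, and 0 and 0 at 48 h, where 3048 genes had an unadjusted p under the threshold. Library size alone gave 2904 and 208 at 40 h (93.3% higher against 64.8%, a shift of 0.51 in the median of all genes) and 3035 and 551 at 48 h (84.6% against 56.1%, a shift of 0.43). Whether the effect differs between 40 and 48 h was not tested.

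After PHx against baseline, with 5 samples at each stage, asks for the response to resection within each genotype, in different lobes of the same animals. In WT 1677 genes were higher and 1273 lower after PHx, with 4986 at an unadjusted p under the threshold. With library size alone there were 3796 and 582, the alternative that moved these counts most, with a shift of 0.36 in the median of all genes and 86.7% higher against 56.9%. With the mouse as a paired block over 9 mice there were 883 and 1099, or 44.6% higher. The number lower was 763 without WT after PHx replicate 4. In KO 2561 genes were higher and 1770 lower, with 6260 at an unadjusted p under the threshold. Library size alone gave 4059 and 961 (a shift of 0.27, 80.9% higher against 59.1%), and the paired block 1574 and 1732 (47.6% higher). The number lower in KO was 1117 without KO after PHx replicate 7 and 1177 without KO after PHx replicate 8. Of the 2950 and 4331 genes called in WT and KO, 1626 were shared, 1612 in the same direction. If calls were independent 871.5 would be shared, but both contrasts share 1 dispersion per gene. The log2 changes had a Pearson r of 0.64 across genes.

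In WT the named genes with the highest fold changes after PHx were Sult1e1, Ypel4 and Dlgap2. Sult1e1 (ENSMUSG00000029272, chromosome 5, 87575969 to 87591594) had 2 counts in all at baseline and 93.2 ± 103.6 CPM (SD, n = 5) after PHx, a ratio of 4579 with a 95% counting interval from 1267 to 37820 (edgeR adjusted p 0.00115). Ypel4 (ENSMUSG00000034059, chromosome 2, 84734058 to 84738655) rose from 0 counts to 6.70 ± 7.61 CPM (SD, n = 5), at least 210.5-fold (edgeR adjusted p 0.00189), and Dlgap2 (ENSMUSG00000047495, chromosome 8, 14095865 to 14847680) from 0 counts to 3.58 ± 3.83 CPM (SD, n = 5), at least 115-fold (edgeR adjusted p 0.00578). These folds cover counting error only. Without the highest library after PHx they were 2854 for Sult1e1, at least 122.2 for Ypel4 and at least 76.7 for Dlgap2. Ppp1r3g (ENSMUSG00000050423, chromosome 13, 35958839 to 35970388) went from 40.0 ± 38.4 to 0.114 ± 0.146 CPM (SD, n = 5), a log2 change of -8.38 (SE 0.84, edgeR adjusted p 5.55e-06). Slc13a2 (-5.85, SE 0.87, adjusted p 0.000205) and Car1 (-5.85, SE 1.02, adjusted p 0.00082; chromosome 3, 14766216 to 14808368) were the other lowest genes in edgeR. In KO Prss22 (ENSMUSG00000045027, chromosome 17, 23993534 to 23998100) went from 3 counts to 36.3 ± 66.4 CPM (SD, n = 5), a ratio of 2097 with a 95% counting interval from 717.2 to 10170 (edgeR adjusted p 0.00126). Most of it came from KO after PHx replicate 8 with 154.6 CPM. Without that library the mean was 6.73 CPM and the ratio 337.9, below the interval, and the gene was still called (7.86, edgeR adjusted p 0.00171). Acot5 (ENSMUSG00000042540, chromosome 12, 84069325 to 84076020) rose from 0.0320 ± 0.0345 to 25 ± 28.3 CPM (SD, n = 5; 9.43, SE 2.00, edgeR adjusted p 0.00394). Oxtr (ENSMUSG00000049112, chromosome 6, 112473683 to 112489943) went from 2 counts to 5.92 ± 7.20 CPM (SD, n = 5), a ratio of 469.7 with a 95% counting interval from 129.7 to 3883 (edgeR adjusted p 0.000666), and 188.9 without replicate 8. Serpina4-ps1 (-8.02, SE 1.18, adjusted p 0.000404), Hsd3b5 (-7.48, SE 1.53, 0.00249) and Elovl3 (-6.30, SE 0.82, 0.000228; chromosome 19, 46131897 to 46135694) had the lowest log2 changes in edgeR. Elovl3 went from 54.8 ± 35.4 to 0.719 ± 0.775 CPM (SD, n = 5).

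The mean of the cell-cycle genes was higher after PHx in WT, but not in each mouse. In the edgeR fit the log2 changes were 6.58 for Mki67 (adjusted p 0.00954), 8.13 for Ccnb1 (0.00784), 5.51 for Top2a (0.0173), 5.35 for Mcm5 (0.00445) and 2.56 for Ccnd1 (0.0206), and 3.62 for Afp (0.0186). In WT after PHx replicates 2 and 4 Mki67 had 0.218 and 0.284 CPM and Top2a 0.218 and 0 CPM, below the lowest WT baseline libraries (0.505 and 0.596 CPM), and Ccnb1 had 0 and 1 counts. In replicates 1, 3 and 5 these 3 genes lay above all WT baseline libraries. Mcm5 did so in all 5 mice, and Ccnd1 in all but replicate 4. With the paired block over 9 mice none of these 6 was called, with log2 changes of 2.69 for Mki67 (adjusted p 0.449), 6.48 for Ccnb1 (0.117), 1.83 for Top2a (0.631), 2.94 for Mcm5 (0.112), 1.19 for Ccnd1 (0.413) and 2.77 for Afp (0.187). With the paired block over all 10 mice Ccnb1 (6.06, 0.047) and Mcm5 (3.79, 0.0472) kept their calls and the other 4 genes did not. Ccnd1 lost its call without WT after PHx replicate 1 (2.04, adjusted p 0.0548) and Afp without WT after PHx replicate 3 (2.93, 0.0514). In KO Mki67 (1.16, adjusted p 0.508), Ccnb1 (1.13, 0.537), Top2a (1.58, 0.354), Mcm5 (2.59, 0.062) and Ccnd1 (-0.20, 0.852) were not called in edgeR, and Afp was (5.49, 0.0018). Afp lost that call with the paired block and the GC and length correction together (4.12, 0.0556), and Mcm5 gained one without KO after PHx replicate 12 (2.89, 0.0416), with library size alone (2.78, 0.0439) and in DESeq2 (2.61, 0.0286). Alb was called in neither genotype (-0.53, adjusted p 0.19 in WT, -0.62, 0.0989 in KO), but it was in KO without KO after PHx replicate 12 (-0.91, 0.0136).

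In WT camera called the G2M list (median 6.51, adjusted p 2.16e-06; 30 of 30 genes called higher, 30 adjusted over the list alone) and the S phase list (3.42, 3.28e-08; 24 higher and 1 lower, 27 and 1 adjusted over the list alone). It also called the hepatocyte list (-1.06, 1.92e-09), the male-biased list (-1.55, 5.3e-12), the fibrosis list (0.50, 0.00159) and the endothelial list (-0.55, 0.00729), and of these 6 only hepatocyte, male-biased and fibrosis held under fry. In WT the PRC2, fetal liver, female-biased, macrophage and cholangiocyte lists were not called, with adjusted p from 0.296 to 0.814. The cholangiocyte list was called with the paired block (1.48, adjusted p 0.0368), also with GC and length correction (1.55, 0.0417), not with all 10 mice in the block (0.71, 0.298), and the PRC2 list with library size alone (0.00, 0.0424). In KO camera called 8 lists: S phase (2.04, 0.000548; 8 higher, 14 adjusted over the list alone), PRC2 (0.70, 0.0117), hepatocyte (-0.96, 1.69e-06), fetal liver (1.63, 0.00463), male-biased (-1.77, 1.55e-12), macrophage (-0.73, 0.00727), endothelial (-0.60, 0.00137) and cholangiocyte (1.09, 0.0499). Hepatocyte, fetal liver, male-biased and endothelial held under fry, and no list held under an estimated correlation in either genotype. The S phase call in KO was lost without KO after PHx replicate 10 (1.09, 0.106) and the PRC2 call without replicate 7 (0.57, 0.115) or 12 (0.55, 0.0657), and with library size alone (0.88, 0.0695). The cholangiocyte call in KO was lost in 5 of the 10 fits that each left out a replicate, with adjusted p up to 0.15, and with DESeq2 size factors (0.0528), library size alone (0.127), no filter (0.0616) and the CPM filter (0.151). In KO the G2M (1.21, 0.76), fibrosis (0.10, 0.431) and female-biased (0.35, 0.295) lists were not called.

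The G2M score per sample was spread widely after PHx. It averaged 0.45 ± 0.08 in WT and 2.24 ± 0.70 in KO at baseline (SD, n = 5), and 2.61 ± 2.54 in WT and 2.33 ± 1.87 in KO after PHx (SD, n = 5). The WT samples had 4.04 at 30 h, 0.33 and 2.08 at 40 h, and 0.34 and 6.24 at 48 h. The KO samples had 0.84 at 30 h, 5.36 and 2.79 at 40 h, and 0.94 and 1.71 at 48 h. The score difference between KO and WT after PHx was -0.27, less than the spread between samples (exact p 0.865; within time point 0.917, smallest possible 0.0278). With 5 samples per genotype and this spread, a difference is not excluded. All 30 genes of the list had a lower CPM in KO from the pooled counts of the group, and camera called the list in the alternatives given above. Pooled counts let single animals decide, and the genes of the list are not independent. WT after PHx replicate 5 gave 9548 of 11823 Mki67 counts and 4053 of 4331 Ccnb1 counts of its group. The alternative without KO after PHx replicate 10 left out the highest KO score, 5.36.

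**Figure D3:**
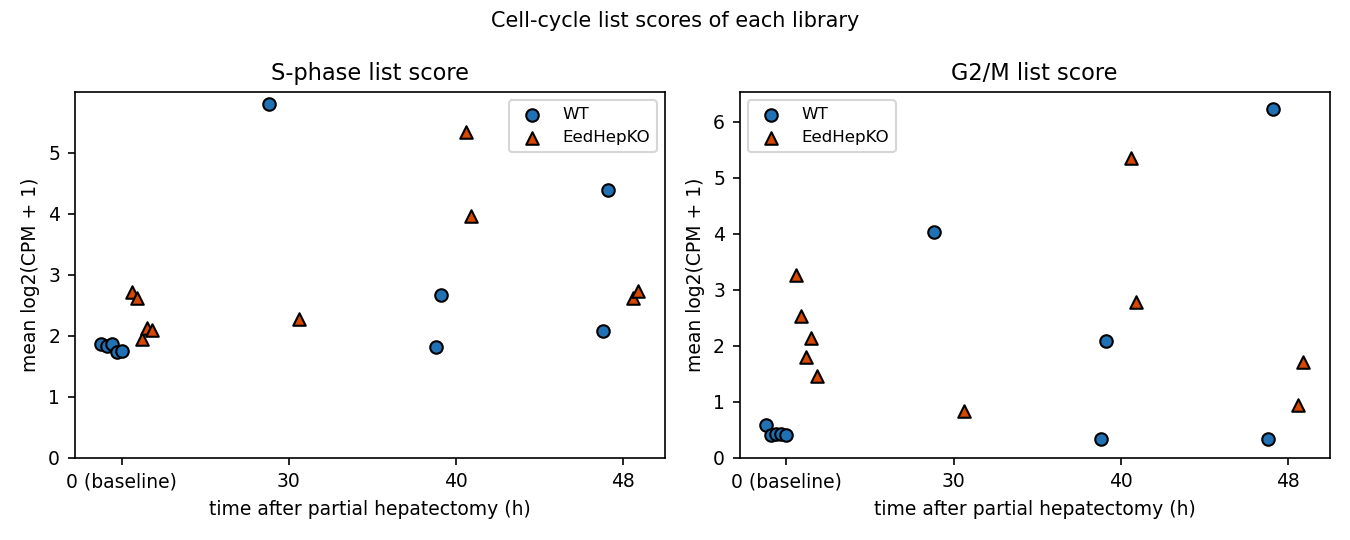
Scores of the S phase and G2M lists (mean log2 of CPM plus 1) of each library (points) by hours after PHx, with baseline at 0 h, for WT and KO, times equally spaced and points offset sideways. In G2M the samples at 48 h in WT lie at 0.34 and 6.24, while all 5 KO baseline samples, from 1.46 to 3.27, lie above all WT baseline samples, from 0.40 to 0.59.

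The difference of the PHx response between KO and WT asks whether the knockout changes the response to resection. In the edgeR fit 24 genes were higher and 33 lower, with 1957 at an unadjusted p under the threshold. The counts rose to 419 and 293 without KO after PHx replicate 10 and were as low as 6 higher without KO baseline replicate 8 or KO after PHx replicate 8. With the paired block over 9 mice there were 2 and 5, with 1393 at an unadjusted p under the threshold. DESeq2 gave 192 and 167. Library size alone gave 9 and 48 (15.8% higher against 42.1%), and no filter 14 and 35 (28.6%). Slc13a2 (ENSMUSG00000001095, chromosome 11, 78397087 to 78422217) had a difference of 6.20 (SE 1.12, edgeR adjusted p 0.0176): it went from 6.67 ± 2.91 to 0.114 ± 0.0891 CPM in WT and from 0.342 ± 0.248 to 0.422 ± 0.4999 CPM in KO (SD, n = 5). Igf2 (ENSMUSG00000048583, chromosome 7, 142650766 to 142666816) had a difference of 5.06 (SE 1.09, edgeR adjusted p 0.0454), with 1.15 ± 0.717 and 15.9 ± 13.9 CPM in KO against 0.270 ± 0.275 and 0.1098 ± 0.0662 CPM in WT (SD, n = 5). Prss8 (ENSMUSG00000030800, chromosome 7, 127925716 to 127930104; overlapped on the other strand by Kat8) had 4.61 (SE 0.91, edgeR adjusted p 0.029), with 4.09 ± 1.41 and 50.8 ± 55.9 CPM in KO against 6.04 ± 2.31 and 3.06 ± 0.960 CPM in WT (SD, n = 5). Mybl1 (ENSMUSG00000025912, chromosome 1, 9667415 to 9700209) had -6.26 (SE 1.02, edgeR adjusted p 0.00952), with 4.40 ± 3.34 and 13.9 ± 11.7 CPM in KO against 0.0670 ± 0.0530 and 18.2 ± 8.66 CPM in WT (SD, n = 5). Gldn (ENSMUSG00000046167, chromosome 9, 54286486 to 54341786) had -6.21 (SE 1.12, edgeR adjusted p 0.0264) and Dnah1 (ENSMUSG00000019027, chromosome 14, 31260375 to 31323896) -5.14 (SE 0.93, edgeR adjusted p 0.0176). Gldn had 0 and Dnah1 3 counts in WT at baseline, so these fitted differences depend on the prior count and bound nothing. With the paired block none of these 6 genes was called, with adjusted p from 0.0709 to 0.355. Igf2 lost its call with library size alone (5.14, adjusted p 0.0501) and in 15 of the 20 fits that each left out a replicate (adjusted p up to 0.133), Prss8 in 10 (up to 0.0693) and Gldn in 3 (up to 0.0573).

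Of the cell-cycle genes fixed beforehand, none was called for the difference: Mki67 (-5.42, edgeR adjusted p 0.234), Ccnb1 (-6.99, 0.198), Top2a (-3.93, 0.377), Mcm5 (-2.75, 0.416) and Ccnd1 (-2.75, 0.236). Without KO after PHx replicate 10, Mki67 (-7.07, 0.0474), Ccnb1 (-9.22, 0.0277) and Ccnd1 (-3.54, 0.0436) were called, and DESeq2 called Ccnb1 (-7.03, 0.037). The same test called neither Afp (1.87, 0.59) nor Alb (-0.09, 0.954). Camera called the G2M list (median -5.31, adjusted p 2.78e-12; 30 of 30 genes lower, 0 called, 20 adjusted over the list alone), the S phase list (-1.20, 0.00463), the fibrosis list (-0.37, 0.00748) and the macrophage list (-0.41, 0.0209). None of these 4 held under fry (adjusted p 0.125, 0.511, 0.14 and 0.344) or under an estimated correlation (0.356, 0.723, 0.46 and 0.596). The S phase call was lost without WT after PHx replicate 1 (-0.01, 0.868), WT after PHx replicate 5 (-1.25, 0.0938) or KO after PHx replicate 8 (-1.04, 0.0541) and with the paired block over 9 mice (-0.29, 0.621; -0.25, 0.6 with GC and length correction). With all 10 mice in the block it was kept (-0.99, 0.00958). The fibrosis call was lost without KO baseline replicate 7 (-0.35, 0.0755). The macrophage call was lost without WT baseline replicate 4 (-0.41, 0.0555), WT after PHx replicate 1 (-0.35, 0.0695), WT after PHx replicate 3 (-0.20, 0.212), KO baseline replicate 7 (-0.42, 0.0762) or KO after PHx replicate 7 (-0.37, 0.134). It was also lost with GC and length correction, alone (-0.33, 0.0521) or with the block (-0.24, 0.0788). The other 7 lists were not called, with camera adjusted p from 0.242 to 0.94. Of these the hepatocyte list (median 0.18) was called with the paired block over 9 mice (0.11, 0.0352; 0.19, 0.021 with GC and length correction), not with all 10 (0.19, 0.241), and without KO after PHx replicate 8 (0.23, 0.00416), and the male-biased list (median -0.04) without KO after PHx replicate 12 (-0.58, 0.00349). In the changes of the scores per mouse none of the 11 lists passed (smallest exact p 0.119, for fetal liver, 0 tests with an unadjusted p under the threshold). The G2M change differed by -1.74 (exact p 0.333, adjusted 0.45, 9 mice). The S phase change differed by 0.15 (exact p 0.889, adjusted 0.917, 9 mice), opposite in sign to the median of -1.20 in camera.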

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

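The tests of collection time, operated state, fasting state, depth, short RNA, and GC content with gene length were chosen only after the results in this part were seen, while the splits of the samples and the histone test were planned.

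In 132 groups of values (16 genes, 11 list scores and library measures in 4 groups of 5 samples), 20 held a sample far from the other 4. Chance puts about 1 in 20 groups there, which would be 6.6. The 20 values lie in 9 libraries, and 3 of these had the highest or lowest total count of their group, which argues against depth as the common cause. After a correction for GC content and gene length, 9 of the 14 gene and score values other than Xist stayed as far from the others, which argues against this bias as the whole cause. No biological explanation was tested for the pattern as a whole.

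Cell-cycle genes after PHx gave 6 of these values. WT after PHx replicate 5 had 327.9 CPM of Mki67 (next sample 82.3) and 139.2 CPM of Ccnb1 (next 9.03). KO after PHx replicate 10 had 118.5 CPM of Mki67 (next 25.3), 49.4 CPM of Ccnb1 (next 6.28), 103.9 CPM of Top2a (next 17.8) and 128.8 CPM of Mcm5 (next 39.2). The G2M scores show the same spread in both genotypes, a range of 5.91 in WT and 4.53 in KO. Time of collection alone does not account for the spread in WT. The gap between the 2 WT samples at 48 h, 5.90, is 99.8% of the range in WT. In KO the gap was 2.58 at 40 h, 56.9% of the range in KO, and 0.77 at 48 h. Both KO samples at 40 h, with 5.36 and 2.79, lay above those at 30 h and 48 h, so time of collection stays open in KO. An unoperated liver under a PHx label is argued against: in each of the 10 samples the genes called for the response in the other genotype had moved in the direction of that response. The lowest median change was 0.39, against at most 0.23 in a baseline sample. Correction for GC content and length left a range of 5.84 in WT. A score of 20 fasting and glucocorticoid genes had a Pearson r of -0.89 with the G2M score over the 10 samples (permutation p 0.00073) and a Spearman rho of -0.84 (permutation p 0.0038). Without the 2 samples farthest from the median r was -0.78 (permutation p 0.0229, 8 samples). Each genotype holds 5 of these samples, fewer than is taken here as enough to give a correlation, so no value is given within a genotype. A candidate explanation is that samples differed in fasting or stress state, but the list was written after related genes had been looked at, and low proliferation could equally go with a different hepatocyte state for other reasons. Individual pace of regeneration stays open and was not tested.

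WT baseline replicate 1 had 11.6% of its counts in Gm42418, a gene that overlaps a ribosomal RNA repeat, against at most 0.621% in the other 4, and 30.4% of its counts in its 10 most abundant genes, against at most 22.3%. It also had 1.755 CPM of Mki67 (next 0.826), a G2M score of 0.59 (next 0.43) and a fetal liver score of 0.75 (next 0.62). Carry-over of RNA without a poly(A) tail was tested with 12 histone genes. The median of their log2 differences from the other 4 libraries was 0.21, and 9 genes were higher. In another library of the group this median difference had a size of 0.27, sign not kept, so 0.21 does not set replicate 1 apart. The median level of the histone genes, as log2 of CPM plus 1, was 1.33 in replicate 1 against 0.60 to 0.94 in the other 4. Both readings were higher in replicate 1, but only the level lay outside the other libraries, so the histone test does not decide. Small nuclear and nucleolar RNA genes had a median 2.44 higher, and 59 of 68 were higher, against at most 0.19 in another library. Carry-over of short RNA may therefore be the source of the ribosomal share. Without this replicate 1404 genes were higher and 519 lower in KO at baseline, against 1631 and 717 with it.

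Other single samples far from their group were KO baseline replicate 7 with 44.6 CPM of Col1a1 (next 14.3), KO after PHx replicate 10 with 79.6 CPM of Nnt (next 28.6) and WT after PHx replicate 4 with 18.1 CPM of Ezh1 (next 12.8). The PRC2 scores of WT baseline replicate 4 (0.28, next 0.29) and WT after PHx replicate 4 (0.26, next 0.30) differ from the rest by hundredths. Xist reached 0.184 CPM in WT baseline replicate 5 and 0.169 CPM in KO baseline replicate 8, both near the floor. WT baseline replicate 2 had 9.34% mitochondrial counts (next 8.21%), and KO baseline replicate 8 had 21.03% of its counts in its 10 most abundant genes (next 19.2%). No biological explanation was tested for these.

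The response to PHx differed between the genotypes by the interaction test, with 24 genes higher and 33 lower. The genes were Slc13a2 (6.20), Igf2 (5.06), Prss8 (4.61), Mybl1 (-6.26), Gldn (-6.21) and Dnah1 (-5.14) among those named, and the lists S phase (median -1.20), G2M (-5.31), fibrosis (-0.37) and macrophage (-0.41). Of 100 regroupings of genotype within stage, 4 gave as many calls, the real one included, and another regrouping gave 3078. After GC and length correction 93.0% of the calls were kept in the same direction, which argues against that bias as the whole cause. The S phase median was -0.01 without WT after PHx replicate 1 and -0.29 with the mouse as a block over 9 mice (-0.99 over all 10), and the fibrosis and macrophage calls were each lost without 1 or more single libraries. The S phase score change per mouse differed by 0.15 (exact p 0.889), opposite in sign to its median. With the mouse as a block 8.77% of the gene calls were kept, and without KO after PHx replicate 10 the counts were 419 and 293. A genotype effect on the response stays open, and so does a chance difference in how far single animals had progressed.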

How the results depend on the processing

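The GC and length correction, alone and with the block, was chosen after seeing the data, and the other alternatives were set before the data were examined.

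No named gene, list test or score was called in opposite directions. The balance of called genes did reverse for the PHx response with the block. In WT 1677 higher and 1273 lower became 883 and 1099 (1094 and 1225 with all 10 mice). In KO 2561 and 1770 became 1574 and 1732 (1709 and 1875 with all 10 mice). For the difference, 24 and 33 became 192 and 167 in DESeq2, and 419 and 293 without KO after PHx replicate 10. Under the 18 alternatives run for each, Eed and Cdkn2a kept their direction and side of the threshold in KO against WT at both stages. So did the list tests of the PRC2, fetal liver and female-biased lists. The scores of these 3 lists after PHx did not: with permutation within time point their adjusted p was 0.0509, against 0.0154. Eed ran from -1.70 to -1.09 at baseline and from -2.09 to -1.65 after PHx, and Cdkn2a from 7.09 to 7.93 at baseline.

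For genes higher and lower in KO against WT at baseline, library size alone gave 3521 and 113, only the samples compared 2846 and 2396, and a log2 change of at least 1 225 lower. No filter gave 345 lower. After PHx library size alone gave 3897 and 296, only the samples compared 1127 and 218, and a log2 change of at least 1 468 lower. For the response in WT library size alone gave 3796 and 582, a log2 change of at least 1 788 lower, and the block 883 higher (1094 with all 10 mice, 922 with GC correction). In KO a log2 change of at least 1 gave 1665 and 1055, library size alone 4059 and 961, the block 1574 higher, and only the samples compared 1052 lower. For the difference of responses library size alone gave 9 higher, no filter 14 higher, DESeq2 192 and 167, and the time term 56 lower. The block gave 2 and 5 (1 and 2 with all 10 mice, 3 and 10 with GC correction). At 40 h library size alone gave 2904 and 208, DESeq2 1962 and 1081, and only the samples compared 34 and 6. At 48 h library size alone gave 3035 and 551, and only the samples compared 0 and 0 (3048 genes with an unadjusted p under the threshold). In KO against WT and in each PHx response library size alone moved the median of all genes up, which by construction raises the number higher. A fold minimum asks more of each gene by construction, and 2 against 2 samples leave few degrees of freedom. For the rest the cause was not tested. Fry gave 21 called list tests of 35, an estimated correlation 7, and permutation within time point 11 scores of 17. The last cannot go below an exact p of 0.0278 after PHx.

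Leaving out a replicate gave 1231 to 1495 genes higher and 313 to 722 lower at baseline, and 1934 to 2883 and 827 to 2121 after PHx. For the response it gave 1235 to 1852 and 763 to 1360 in WT, and 1790 to 3337 and 1117 to 2603 in KO. For the difference it gave 6 to 419 higher and 15 to 293 lower, both highest without KO after PHx replicate 10. The number higher was less than the reported 24 by more than 1.5 times in 16 of those 20 fits. Called list tests ran from 33 to 36 and scores from 17 to 18. At 40 and 48 h no replicate was left out, because an arm would have 1 sample.

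The block kept 59.3% of the calls for the response in WT, 69.3% in KO and 8.77% for the difference. In simulated data it recovered 29% of changed genes for the difference, against 55.0% without it. No mouse effects were simulated there, so this shows only what the block costs and not whether it is needed. For the response in WT, where mouse effects were simulated, it recovered 59%, against 60.0% without it. Of 1199 other comparisons of list tests with alternatives 71 were weaker and 17 stronger, of 495 of scores 6 and 1, and of 1683 of named genes 88 and 23. Results that were not called changed sign in 93 cases.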

Other observations

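The test for female animals was chosen only after its result was seen, and the other tests in this part were planned, except that the GC and length correction was designed after seeing the data.

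Of 100 splits of the 10 baseline samples, 1, the real one, gave as many called genes as KO against WT at baseline, and the highest other count was 0. After PHx 4 of 100 splits gave as many, the real one included, and the highest other count was 4650. For the response in WT it was 1 of 100 (highest other 79), and in KO 1 of 100 (highest other 3641). Among the 16 splits that part as many pairs, the real one alone gave as many calls in each genotype, with highest other counts of 1 in WT and 2070 in KO.

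A hypothesis for the genes called at baseline is sequence linked to the floxed allele, since WT mice came from another colony. Of the calls, 98.5% lie outside 20 Mb of Eed, and 35 of 217 tested genes within it were called (Fisher's exact p 0.926), so linkage to Eed could explain at most a small part. Variants elsewhere in the genome that differ between the colonies stay open. GC content and gene length are argued against as the whole cause, since 84.8% of the calls were kept in the same direction after correction. A higher share of cells other than hepatocytes would raise their markers alike. The score differences of the macrophage, endothelial, cholangiocyte and fibrosis lists ran from 0.29 to 1.20, a gap of 0.91 against a largest SD of 0.28 within a group. A change confined to some of these cell types stays open.

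Female-biased genes were higher and male-biased genes lower in KO. Female animals among the KO mice are unlikely as the source, since Xist was at most 0.169 CPM and Ddx3y at least 10.9 CPM in the 10 KO libraries.

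The trend of expression with GC content differed between libraries. Among genes with a mean above 5 CPM, the median deviation from the mean of all libraries of the 20% of genes with the highest GC content minus that of the 20% with the lowest was 0.25, 0.38 and 0.72 in KO baseline replicates 10, 11 and 12, and 0.55 and 0.22 in KO after PHx replicates 10 and 11. It lay between -0.39 and 0.01 in the other 15 libraries. The positive values of 0.22 and more lie in KO libraries alone, so the trend bears on KO against WT. A difference in library preparation is a candidate explanation that was not tested, since the labels name no batch. After GC and length correction 84.8% of the calls at baseline and 89.95% of those after PHx were kept in the same direction, which leaves open what else such a difference may have changed. Ddx3y had 10.9 to 43.2 CPM in the libraries with a value of 0.22 and more, and 44.6 to 82.2 CPM in the other 15. Whether the trend and the low Ddx3y values have 1 source was not tested.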
